A study of Mus musculus with 112 samples. Its data were reported in "Demethylase-independent roles of LSD1 in regulating enhancers and cell fate transition" (2023).

How the data were processed

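Each of the 112 libraries was one RNA-seq sample of mouse cells, in 34 groups of 2 to 11 libraries (18 groups of 2). The deposited values were counts per gene for 25209 genes named by symbol on genome build mm9. Per the notes of the authors, reads were trimmed with Trim Galore, aligned with STAR 2.7.9a, stripped of duplicates with Picard 2.25.5 and summed per gene with featureCounts in reverse-stranded mode. Between 72.2% and 84.7% of counts between 2 and 39 were even, so mates of a pair appear to have been counted separately, and a fit on halved counts was added as an alternative. Depth ran from 17.2 to 58.2 M counts per library (median 39.0 M), and Rn45s, a ribosomal precursor, took 8.06% to 24.9% of them. It stayed in the main fits and was left out in an alternative.

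Counts were fitted with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr by group, a robust quasi-likelihood fit and its F test. Genes were called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1, the thresholds of the study, on both sides. Standard errors were the fold change divided by the square root of F. Each fit held the groups of one experiment: ESCs, EBs, WT ESCs with WT EBs, serum cells, EpiLCs, the DOX lines, A485 in ESCs, A485 in EBs, and both states for the difference in LSD1 KO response. In all, 35 comparisons were made. Per-library levels were counts scaled to library size (CPM). For shares of one gene list found in another, 95% Wilson intervals, the share expected of independent lists, 10 divisions of shared controls and 10 simulations without any change in a mutant were computed. Tools besides edgeR were limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

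Genes were named by a rule fixed before any count had been seen. It took the 5 targeted or related genes (Kdm1a, Rcor1, Rcor2, Kmt2d, Rcor3), 11 genes of the study, up to 8 called genes each way with the largest fold change, a mean of at least 5 CPM in a group and no overlap between libraries, and up to 4 members of each list with the smallest adjusted p. The text prints part of these. Gene lists, also fixed beforehand, covered the LSD1 and CoREST complex, naive, general and formative pluripotency, neural genes and those named by the study, cardiac, mesoderm, endoderm, blood, endothelial, trophoblast and mesenchymal genes, cleavage-embryo and germline genes, imprinted, interferon, KLF family, ERK, Wnt and p53 target genes, the integrated stress response, lysosome, glycolysis, proliferation, housekeeping, enhancer enzymes and a sex-chromosome list. Lists were tested with camera at a preset correlation of 0.01 (adjusted p below 0.05), with an estimated correlation, and with fry. Of 979 tests, camera called 279, of which 23 held with an estimated correlation. A list of mitochondrial RNAs could not be tested because the files hold none of them.

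Replicate numbers were checked by correlating the deviations of same-numbered libraries from their group means. They paired the libraries of the DOX comparisons in LSD1Res (0.678 to 0.729) and DKO + LSD1 (0.604 to 0.668), and those of MLL4/LSD1 DKO and MLL4KO/LSD1CI (0.181 to 0.491), and the labels do not say where this pairing comes from. Where only 2 numbers were shared, the correlation was 0.669 for MLL4KO/LSD1CI and MLL4 KO, 0.598 for DOX in LSD1 KO and 0.531 for LSD1 CI in serum. It was 0.492 for MLL4/LSD1 DKO and MLL4 KO, 0.454 for A485 in EBs and 0.296 for RCOR2 KO EBs. Lower values were 0.251 for A485 and 0.228 for LSD1 KO in serum, and for A485 0.202 in EpiLCs and 0.155 in ESCs. The remaining comparisons of this kind lay between −0.117 and 0.074. In 9 ESC libraries, WT 1 to 3 and all 6 of LSD1 KO, genes that lie only on unplaced contigs had no count, against at least 4241 counts in every other library, so these 9 had been aligned or counted differently. This alignment batch was found after the results had been seen, as the last of 6 batch definitions tried for ESCs (3 for EBs). It is printed beside the ESC results because it can be read from how the counts were made. With it, each mutant is compared with WT libraries of its own batch, and LSD1 KO meets the other mutants only through WT.

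Alternatives chosen before the counts were seen were DESeq2, its size factors, no filter, fits of the compared groups only, each replicate of groups of 2 to 5 libraries left out in turn, the replicate number as a block, and 2 surrogate variables. Those added after seeing the data were batch terms, subsets of WT libraries, GC correction as offsets (loess span 0.5), halved counts, and fits without Rn45s, unplaced contigs or chromosomes 6 and 16. The main pipeline was tested on simulated data with 100 genes changed. In the comparison of LSD1 KO with WT ESCs (16496 genes) it recovered 99% of genes changed 6-fold and 93% of those changed 3-fold, with 0 false calls. For LSD1 KO EBs (16867 genes) the shares were 88% and 73%, with 1 false call. They were 90% and 72% for DOX in LSD1 KO. False calls were 4 for A485 in ESCs, 2 for LSD1 KO in serum and at most 1 in the other comparisons tested.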

Results

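The 112 libraries fell in 34 groups by genotype, culture and treatment. The RNA levels of the altered genes came first, as a check of the labels. Kdm1a encodes LSD1, the enzyme that removes methyl groups from lysine 4 of histone H3. Its level, in counts scaled to library size (CPM), was 192 ± 26.8 (SD, n = 11) in wild-type (WT) mouse embryonic stem cells (ESCs), the self-renewing cells that can form every tissue of the embryo. In the 6 libraries of LSD1 knockout (KO) ESCs, in which the promoter and first exon had been deleted, Kdm1a was 5.38 ± 1.54 CPM and no library exceeded 6.85 CPM. LSD1 CI ESCs, whose LSD1 carries a change that leaves the protein in place without its catalytic activity, kept 179 ± 4.57 CPM (n = 4). Residual Kdm1a was lower still in the KO lines treated with the solvent dimethyl sulfoxide (DMSO), at 0.473 ± 0.06 CPM in embryoid bodies (EBs, aggregates that differentiate into many tissues, n = 2). Rcor1 and Rcor2 encode the CoREST scaffolds that bind LSD1. Rcor1 dropped from 47.4 ± 5.64 CPM in WT ESCs to 7.49 ± 2.74 CPM in RCOR1 KO ESCs (n = 4), and Rcor2 from 96.2 ± 6.17 to 2.62 ± 1.89 CPM in RCOR2 KO ESCs (n = 4). In RCOR1/2 double knockout (DKO) ESCs the levels were 3.25 ± 0.774 CPM for Rcor1 and 3.21 ± 0.505 CPM for Rcor2 (n = 4). RCOR2 KO EBs still held 49.2 ± 6.47 CPM of Rcor2 (n = 2), against 136 ± 12.1 CPM in WT EBs (n = 7). Kmt2d encodes MLL4, an enzyme that methylates the same lysine at enhancers, and fell from 491 ± 112 CPM in WT ESCs to 225 ± 4.82 CPM in MLL4 KO ESCs (n = 2), a level that does not by itself show the genotype.

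**Figure D1:**
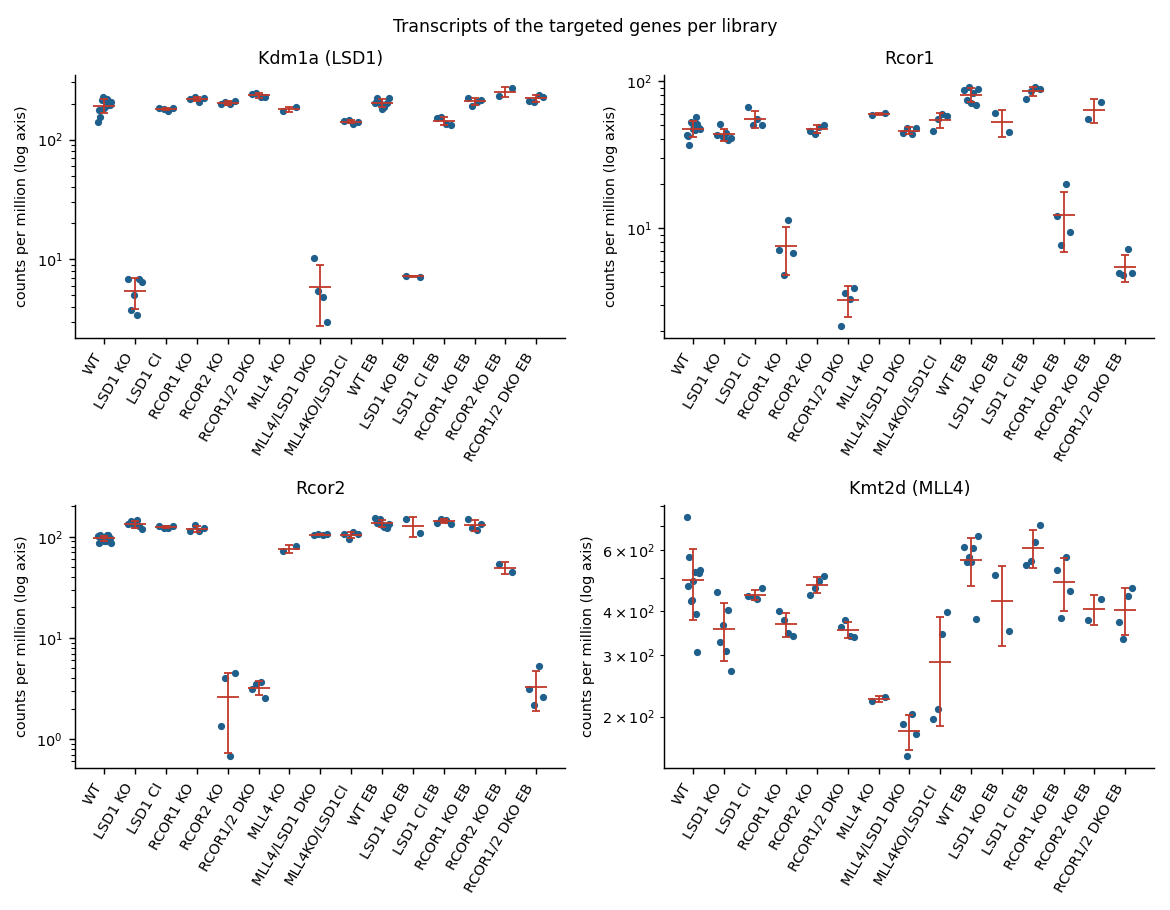
Levels of Kdm1a, Rcor1, Rcor2 and Kmt2d in each library of the untreated ESC and EB groups, in CPM on a logarithmic vertical axis, by genotype and culture. Each point is a library, and red lines mark the mean and SD of each group.

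LSD1 KO changed a large part of the ESC transcriptome. Against WT ESCs (n = 11), 1793 genes rose and 1901 fell in LSD1 KO ESCs (n = 6). The targeted gene Kdm1a fell by 5.14 ± 0.16 log2 units (± standard error throughout). The study's own LSD1-responsive genes rose: Psap, which encodes the precursor of the lysosomal saposins, by 1.51 ± 0.09, and Rnf213, which encodes a large ubiquitin ligase induced by interferon, by 1.00 ± 0.10. The LSD1 KO libraries shared their alignment with WT libraries 1 to 3 and with no other ESC library of the same fit. With the alignment batch as a term in the fit of all ESC libraries (the alignment term), 1329 genes rose and 1011 fell, and Psap rose by 1.37 and Rnf213 by 1.18. Against those 3 WT libraries alone 1560 rose and 1079 fell.

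Large rises included genes nearly silent in WT ESCs. Rcsd1, whose protein binds the actin capping complex, rose by 7.03 ± 0.45 log2 units, Lama4, a laminin chain of basement membranes, by 5.17 ± 0.24, the collagen receptor gene Ddr2 by 4.86 ± 0.38, and Dab2, which encodes an endocytic adaptor of extraembryonic endoderm, by 4.70 ± 0.27. With the alignment term these rises were 7.11, 5.52, 4.04 and 5.60. Trim43a rose by 7.81 ± 0.44 and Pramel7 by 4.87 ± 0.44, and both belong to families of near-identical copies, so the assignment of their counts was uncertain. Large falls included Fgf17, a fibroblast growth factor gene (−4.96 ± 0.34, and −4.66 with the alignment term), the matrix gene Frem2 (−3.68 ± 0.30 and −3.58) and the calcitonin gene Calca (−3.52 ± 0.25 and −3.53). Map3k15 fell by 4.50 ± 0.95 across all WT libraries but did not pass with the alignment term (−1.30).

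Few pluripotency genes passed. Pou5f1 (−0.72 ± 0.08), Esrrb (−0.71 ± 0.07), Klf2 (−0.70 ± 0.15) and Sox2 (−0.17 ± 0.08) all stayed short of the threshold. Of 14 genes of naive pluripotency, the ground state of cultured ESCs, 2 rose and 1 fell (0 and 1 with the alignment term): Fbxo15 rose by 1.12 ± 0.11 and Nr0b1 fell by 1.25 ± 0.13, and the list as a group did not pass (camera adjusted p = 0.491). Hand1, a factor of trophoblast and heart, rose by 8.41 ± 0.63, Gata3 by 4.78 ± 0.44, the erythroid factor Gata1 by 3.29 ± 0.44 and Hnf4a by 2.52 ± 0.31. Olig2, a factor of oligodendrocyte precursors, fell by 2.13 ± 0.20 (−2.31 with the alignment term), while the neurofilament gene Nefl rose by 1.55 ± 0.12 and Nefm by 3.55 ± 0.52. The cardiac list had 4 of 21 genes up and 2 down (adjusted p = 0.0594), and the trophoblast list had 4 of 12 up and 1 down (adjusted p = 0.308).

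The list that passed camera at the preset correlation was the integrated stress response, the set of genes that the factor ATF4 switches on when amino acids or protein folding are limiting. In LSD1 KO ESCs, 10 of its 17 genes fell and none rose, with a median of −1.26 (camera adjusted p = 1.38e-06, adjusted p = 0.326 with an estimated correlation). Examples were Trib3 (−1.84 ± 0.15), the serine synthesis gene Psat1 (−1.17 ± 0.10), and the mitochondrial folate genes Mthfd2 (−1.58 ± 0.15) and Shmt2 (−1.26 ± 0.12). With the alignment term 13 fell (adjusted p = 6.8e-10, adjusted p = 0.0835 with an estimated correlation). Genes of the cleavage embryo that mark a minor population in ESC cultures had 8 of 14 up (adjusted p = 0.0594), and 3 of 13 up with the alignment term (adjusted p = 0.0213, adjusted p = 0.454 with an estimated correlation). Germline genes had 7 of 23 up and 3 down (adjusted p = 0.143), among them the bromodomain gene Brdt (4.93 ± 0.37), and with the alignment term 5 up and 1 down (adjusted p = 0.0389, adjusted p = 0.454 with an estimated correlation).

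Loss of catalysis alone changed fewer genes. In LSD1 CI ESCs (n = 4), 366 genes rose and 205 fell against WT ESCs (n = 11), or 312 and 375 with the alignment term. The count and its balance depended on the setting. DESeq2 gave 426 up and 593 down. Replicate number as a block gave 72 and 37, but the numbers did not pair these libraries (mean correlation −0.024). WT libraries 4, 5, 8 and 9 alone gave 406 and 135, and libraries 10 and 11 gave 507 and 1178. With technical batches by Ward clustering as a term, LSD1 KO had 971 genes and LSD1 CI 743. In the main fit of LSD1 CI ESCs, Kdm1a itself did not pass (−0.13 ± 0.14), nor did Rnf213 (−0.09 ± 0.12) or Psap (0.28 ± 0.11). Germline genes were the clearest group, with 7 of 23 up and none down (camera adjusted p = 2.04e-10, adjusted p = 0.00316 with an estimated correlation, and 10 up adjusted over the list alone). Dazl, an RNA-binding regulator of germ cells, rose by 2.20 ± 0.17, the meiotic genes Hormad1 by 1.95 ± 0.18 and Smc1b by 2.48 ± 0.34, and the kinase gene Stk31 by 1.28 ± 0.17. Usp26, a testis-expressed deubiquitinase gene on the X chromosome, rose by 3.92 ± 0.23, Smtnl1 by 3.08 ± 0.39, the testis chaperone gene Dnajc5g by 2.52 ± 0.21 and Ube2l6, whose product conjugates the interferon-induced modifier ISG15, by 2.47 ± 0.47. Xlr3c (3.36 ± 0.49), Xlr3b (2.56 ± 0.35) and Xlr3a (2.44 ± 0.32) also rose, but these copies are near-identical and their separate values are uncertain.

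Olig2 fell in LSD1 CI ESCs (−3.78 ± 0.27 and −3.70 with the alignment term), a deeper fall than in LSD1 KO ESCs. Lefty2, a secreted antagonist of Nodal, fell by 2.55 ± 0.39, Fgf17 by 2.26 ± 0.33, the adaptor gene Ap1m2 by 2.31 ± 0.23, Krt17 by 2.27 ± 0.33, the splicing regulator Esrp1 by 2.14 ± 0.22, Krt8 by 1.99 ± 0.30 and Bspry by 1.73 ± 0.22. Imprinted genes had 6 of 32 up and 2 down (adjusted p = 0.0111, adjusted p = 0.528 with an estimated correlation), led by Peg12 (2.23 ± 0.29) and Sgce (2.15 ± 0.35). Cleavage-embryo genes had 2 of 14 up, Zscan4a and Usp17le, both multicopy (adjusted p = 0.00211, adjusted p = 0.577 with an estimated correlation, 4 up adjusted over the list alone). With the alignment term 0 of 13 were up (adjusted p = 0.0116, adjusted p = 0.652 with an estimated correlation). Glycolysis genes shifted up as a group with no single gene passing (0 of 18, adjusted p = 6.93e-05, adjusted p = 0.602 with an estimated correlation). The sex-chromosome list had 2 of 6 up (adjusted p = 0.0443, adjusted p = 0.528 with an estimated correlation).

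Set directly against LSD1 CI ESCs, LSD1 KO ESCs had 1423 genes higher and 1400 lower (823 and 726 through the WT libraries of each alignment batch). The 2 mutants were aligned apart, so the direct contrast also holds the difference between batches. Psap was higher by 1.23 ± 0.12 log2 units, Rnf213 by 1.09 ± 0.14 and Olig2 by 1.65 ± 0.26. Hand1 was higher by 7.98 ± 0.96, Plac8, a placental gene, by 5.99 ± 0.90, Lama4 by 5.49 ± 0.37 and Fbp2 by 5.45 ± 0.79. Through the batches these values were 1.03, 1.34 and 1.39 for the first 3 genes and 11.74, 7.29, 5.97 and 3.51 for the other 4, all called. Of 10 general pluripotency genes 3 were higher (1 through the batches), among them L1td1 (1.29 ± 0.15) and Dppa2 (1.20 ± 0.19), while Pou5f1 did not pass (−0.60 ± 0.10), and the list as a group did not pass (adjusted p = 0.375). Stress-response genes were lower in 10 of 17 cases, Atf4 itself by −1.12 ± 0.11 (adjusted p = 3.89e-06, adjusted p = 0.535 with an estimated correlation). Through the batches 12 of the 17 were lower (adjusted p = 1.99e-11, adjusted p = 0.0439 with an estimated correlation). Glycolysis genes were lower in 9 of 18, including Pgam1 (−1.42 ± 0.12) and Gpi1 (−1.11 ± 0.13) (adjusted p = 6.75e-05, adjusted p = 0.704 with an estimated correlation), with 4 lower through the batches (adjusted p = 6.83e-05, adjusted p = 0.652 with an estimated correlation). Mia3, Aida, Brox, Vamp7, Hmgcs1 and Ppp2r3d had no count in any LSD1 KO ESC library, which traced to how those libraries had been aligned and not to the cells, and Tsnax shared that pattern in reverse.

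Of 366 genes up in LSD1 CI ESCs, 216 were also up in LSD1 KO ESCs, 59.0% (95% Wilson interval 53.9 to 63.9). Independent lists would share 10.2%. Both comparisons used the same WT libraries, and with the WT libraries divided between them the share was 61.1% at the median (33.8 to 74.3 over 10 divisions). Fold changes of the comparisons correlated at 0.57, against 0.27 in simulations with no change in either mutant, and their covariance exceeded that from the shared control by 0.89.

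RCOR1 KO had the smallest count of the ESC mutants against WT in the edgeR fit of all libraries. Rcor1, the CoREST scaffold gene that had been deleted, fell by 2.71 ± 0.14 log2 units in RCOR1 KO ESCs (n = 4 against 11 WT libraries), and was the only gene that met every rule for naming. In all, 10 genes rose and 15 fell, and 2 rose and 2 fell with the alignment term. The count depended on method and control: DESeq2 called 36 up and 484 down, and single clusters of WT libraries gave from 2 to 1656 genes. The rank turned too: against WT libraries 10 and 11 alone RCOR2 KO had 1406 genes and RCOR1 KO 1656. Rcor2 (0.28 ± 0.17), Kdm1a (0.15 ± 0.13), Rnf213 (0.11 ± 0.12) and Psap (−0.21 ± 0.11) did not pass. Several lists shifted as groups without any member passing, and none held with an estimated correlation. They included proliferation, which shifted up (0 of 20, adjusted p = 0.00633, adjusted p = 0.408 with an estimated correlation), and p53 targets, which shifted down (0 of 18, adjusted p = 0.00122, adjusted p = 0.227 with an estimated correlation).

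RCOR2 KO called more genes in the fit of all libraries, and the interferon program had the smallest list p-value at the preset correlation. In RCOR2 KO ESCs (n = 4 against 11 WT libraries) 410 genes rose and 268 fell, or 438 and 319 with the alignment term. Subsets of WT libraries gave from 90 up and 46 down (libraries 6 and 7) to 1672 and 521 (4, 5, 8 and 9). Libraries 10 and 11 gave 611 and 795. Libraries 6 and 7 are the ones listed with RCOR2 KO. Rcor2 fell by 5.13 ± 0.24 log2 units while Rcor1 (0.06 ± 0.12) and Kdm1a (0.15 ± 0.13) did not pass. The paper reports less LSD1 protein in RCOR2 KO cells, so Kdm1a RNA does not show the LSD1 level. Interferon genes had 7 of 27 up and none down (camera adjusted p = 1.74e-05, adjusted p = 0.146 with an estimated correlation), with Rnf213 up by 1.19 ± 0.11, the tethering factor gene Bst2 by 1.93 ± 0.19, Ifi35 by 1.47 ± 0.20 and Parp14 by 1.21 ± 0.19. Psap rose by 1.12 ± 0.10. Other rises were of Slc11a1, a metal transporter gene of macrophage lysosomes (2.90 ± 0.25), the chitinase gene Chit1 (2.32 ± 0.49), Tmem40 (2.22 ± 0.23), the phosphatase subunit gene Ppp2r2c (2.15 ± 0.21) and Usp26 (2.11 ± 0.24). Tuba3a rose by 2.28 ± 0.22 but has a near-identical copy.

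Of 23 neural genes 4 fell in RCOR2 KO ESCs and none rose (adjusted p = 0.00773, adjusted p = 0.167 with an estimated correlation). Gap43, a growth cone gene, fell by 2.33 ± 0.35, the microtubule gene Map2 by 1.59 ± 0.23, the adhesion gene Ncam1 by 1.18 ± 0.16, and the neurogenic factor gene Neurod1, outside the list, by 1.91 ± 0.50. Other falls included the fatty acid transporter gene Slc27a2 (−2.15 ± 0.39), the hormone gene Stc2 (−1.97 ± 0.43), the junction gene Cgnl1 (−1.91 ± 0.31) and the testis histone gene H1f6 (−1.88 ± 0.38). The LSD1 and CoREST complex list shifted down with only Rcor2 of 13 passing (adjusted p = 0.00973, adjusted p = 0.051 with an estimated correlation), and 1 of 17 stress genes, Chac1, fell (−1.31 ± 0.36, adjusted p = 0.00773, adjusted p = 0.752 with an estimated correlation). With the alignment term neither Chac1 (−1.20) nor the stress list (adjusted p = 0.0555) passed. Of the 410 genes up, 255 were also up in LSD1 KO ESCs, 62.2% (57.4 to 66.8), against 10.2% for independent lists and 65.7% at the median with divided controls (45.2 to 73.4). Across all genes the correlation with LSD1 KO was 0.12, and a shared control gave 0.31 in simulation. The covariance was above the simulated one (0.13 against 0.05, a difference of 0.08), so the lower correlation does not mean less sharing.

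Loss of both scaffolds was far larger than either alone. In RCOR1/2 DKO ESCs (n = 4) 1995 genes rose and 1113 fell against WT ESCs, or 1869 and 1345 with the alignment term. Rcor1 fell by 4.02 ± 0.16 log2 units and Rcor2 by 5.05 ± 0.24, with Kdm1a RNA unchanged by the thresholds (0.15 ± 0.13). The paper reports a strong fall of LSD1 protein in the DKO. Changes shared with LSD1 KO therefore cannot be assigned to loss of the scaffolds alone. Dab2 rose by 6.88 ± 0.29, Rcsd1 by 7.33 ± 0.47, the secreted neural gene Nell2 by 6.14 ± 0.46, Lama4 by 5.46 ± 0.25, Plac8 by 5.21 ± 0.55, the antigen-presenting gene H2-Eb1 by 5.10 ± 0.52 and Gask1b by 4.73 ± 0.32. Pramel7, from a multicopy family, rose by 4.69 ± 0.47. Psap (1.29 ± 0.10), Rnf213 (1.09 ± 0.11) and Nefl (2.20 ± 0.13) rose as they had in LSD1 KO, and Olig2 (−2.48 ± 0.24) and Fgf17 (−6.56 ± 0.47) fell. Trpm1 (−5.27 ± 0.68), the homeobox gene Nkx1-2 (−5.07 ± 0.63) and Ubap1l (−4.11 ± 0.37) also fell.

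Stress-response genes were the most affected group of the DKO. Of 17 genes 13 fell and none rose, with a median of −1.97 (camera adjusted p = 2.62e-13, adjusted p = 0.0182 with an estimated correlation). The cystine transporter gene Slc7a11 fell by 6.11 ± 0.68, Chac1, which degrades glutathione, by 5.29 ± 0.48, Trib3 by 2.55 ± 0.19, Mthfd2 by 2.32 ± 0.19, Psat1 by 1.73 ± 0.13 and Atf4 by 1.59 ± 0.11. Mesenchymal genes rose in 5 of 10 cases, including the surface marker Thy1 (3.49 ± 0.29), the fibrillin gene Fbn1 (1.71 ± 0.22) and the keratan sulfate gene Lum (6.33 ± 1.00) (adjusted p = 0.00161, adjusted p = 0.0485 with an estimated correlation, and 0.0673 there with the alignment term). Germline genes had 13 of 23 up and 1 down (adjusted p = 0.00302, adjusted p = 0.178 with an estimated correlation), with Brdt at 4.71 ± 0.39 and Dazl at 2.03 ± 0.17. Cleavage-embryo genes had 8 of 14 up (adjusted p = 0.00161, adjusted p = 0.301 with an estimated correlation), 4 of them Zscan4 copies that cannot be told apart well. The LSD1 and CoREST list had its 2 deleted members down of 13 (adjusted p = 0.00519, adjusted p = 0.0182 with an estimated correlation).

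Set directly against LSD1 KO ESCs (n = 6), the DKO (n = 4) had 940 genes higher and 632 lower, but only 171 and 95 once each was read through the WT libraries of its own alignment. Rnf213 (0.09 ± 0.13), Psap (−0.22 ± 0.12), Olig2 (−0.35 ± 0.23) and Nefl (0.65 ± 0.16) did not differ by the thresholds. Atp5k, a subunit gene of the mitochondrial synthase, was lower by −2.79 ± 0.36 and passed through the batches (−1.30). Etv4 (2.96 ± 0.48), Trpm1 (−4.28 ± 0.67) and Cd4 (−2.78 ± 0.51) did not (2.44, −2.54 and −1.72). Stress genes were lower in the DKO in 4 of 17 cases (adjusted p = 0.00445, adjusted p = 0.809 with an estimated correlation), and in 1 through the batches (adjusted p = 0.176). Of 1793 genes up in LSD1 KO, 1199 were up in the DKO, 66.9% (64.7 to 69.0), against 11.3% for independent lists and 60% with divided controls (53.9 to 67.8). The correlation was 0.79 against 0.32 simulated, with a covariance difference of 1.62.

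**Figure D2:**
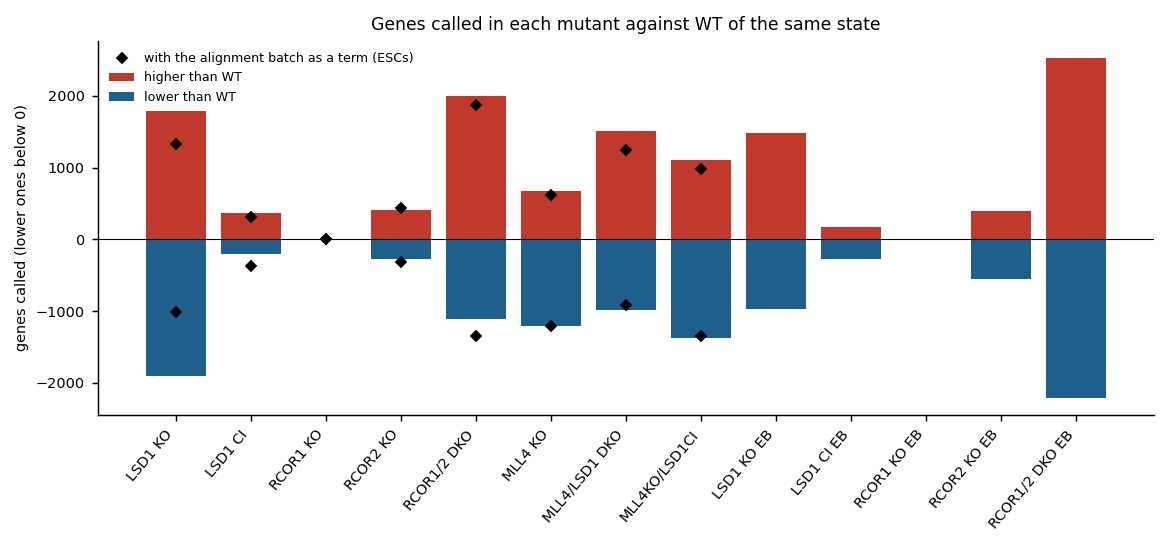
Numbers of genes called (vertical axis) in each mutant against WT of the same state (horizontal axis), with genes higher than WT above 0 and lower ones below. Diamonds give the ESC numbers with the alignment batch as a term.

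MLL4 KO lowered trophoblast genes as a group. In MLL4 KO ESCs (n = 2) 676 genes rose and 1206 fell against WT (622 and 1212 with the alignment term), with Kmt2d down by 1.23 ± 0.23 log2 units. The balance depended on the controls: WT libraries 1 to 3 alone gave 1679 up and 1408 down, WT libraries 4, 5, 8 and 9 gave 1821 and 1378, WT libraries 6 and 7 gave 859 and 1272, WT libraries 10 and 11 gave 344 and 891, and replicate number as a block gave 1203 and 977. Of these WT libraries, 10 and 11 are listed with the MLL4 lines. Rnf213 fell by 4.13 ± 0.22, the opposite direction to LSD1 KO. Trophoblast genes had 6 of 12 down and none up (adjusted p = 0.0007, adjusted p = 0.0119 with an estimated correlation), including Plet1 (−6.64 ± 0.58), Krt8 (−3.44 ± 0.48) and Krt18 (−3.08 ± 0.51). Neural genes had 8 of 23 up and 1 down (adjusted p = 0.00336, adjusted p = 0.124 with an estimated correlation): Pou3f2 rose by 3.78 ± 0.53, Sox1 by 2.10 ± 0.29 and Ncam1 by 1.77 ± 0.17, while Nes fell by 2.79 ± 0.32. Other rises were of Nxf3 (4.86 ± 0.32), the progenitor factors Zfp521 (4.84 ± 0.41) and Bcl11a (4.02 ± 0.33), the GABA synthesis gene Gad2 (3.90 ± 0.56) and Trpa1 (3.27 ± 0.27).

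Large falls in MLL4 KO ESCs included the glutathione gene Ggt1 (−7.95 ± 0.87), the maternal factor gene Khdc3 (−7.87 ± 0.65), the lipase gene Liph (−7.67 ± 0.41), the homeobox gene Crxos (−7.08 ± 0.71) and the folate receptor gene Folr1 (−6.56 ± 0.55). Germline genes had 8 of 23 down (adjusted p = 0.00554, adjusted p = 0.28 with an estimated correlation), led by Smc1b (−3.90 ± 0.77) and Dazl (−2.19 ± 0.31). Endoderm genes had 3 of 15 down and 1 up (adjusted p = 0.0339, adjusted p = 0.124 with an estimated correlation), with Sparc at −3.03 ± 0.21 and Col4a1 at −2.01 ± 0.29.

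Removing LSD1 as well raised many of the genes that MLL4 KO had lowered, and making LSD1 catalytically inactive changed far fewer genes. MLL4/LSD1 DKO ESCs (n = 4) had 1512 genes up and 982 down against WT (1246 and 917 with the alignment term), and MLL4 KO cells with inactive LSD1 (MLL4KO/LSD1CI, n = 4) had 1106 up and 1373 down (975 and 1341). Against MLL4 KO, the DKO had 1015 genes higher and 376 lower (1103 and 402 with the batch term), whereas MLL4KO/LSD1CI had 20 higher and 2 lower (23 and 2, or 51 and 19 paired by number). Over the 1206 genes that MLL4 KO lowered, the difference between DKO and MLL4KO/LSD1CI had a median of 0.95 (quartiles 0.32 and 1.91), and 1013 of them, 84.0%, lay above 0. Against MLL4 KO, the DKO had higher Liph (7.08 ± 0.42), Folr1 (5.83 ± 0.57), the methylation cofactor gene Dnmt3l (5.71 ± 0.97), Plac8 (5.84 ± 1.29), the polycystic kidney gene Pkhd1 (7.62 ± 0.98) and Cpn1 (5.57 ± 0.66). It had lower Gsx2 (−6.88 ± 0.80), Grm4 (−5.69 ± 0.59), Sall3 (−5.42 ± 0.48), Gad2 (−4.79 ± 0.80), Nkx1-2 (−4.52 ± 0.73) and the guidance cue gene Ntn1 (−4.15 ± 0.36). Rnf213 was not restored (0.39 ± 0.20 against MLL4 KO and −3.74 ± 0.16 against WT).

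Several lists differed as groups between the DKO and MLL4 KO. Against MLL4 KO, the DKO had 5 of 12 trophoblast genes higher (adjusted p = 0.0019, adjusted p = 0.035 with an estimated correlation), with Esx1 up by 4.70 ± 0.72. It had 8 of 23 germline genes higher (adjusted p = 0.000154, adjusted p = 0.0617 with an estimated correlation) and 2 of 8 blood genes, Tal1 (5.85 ± 0.77) and Runx1 (5.30 ± 0.95) (adjusted p = 0.0179, adjusted p = 0.0617 with an estimated correlation). With the alignment term all 3 lists stood at 0.0527 with an estimated correlation. MLL4 KO had not lowered blood genes as a group (2 of 8 down, adjusted p = 0.487). Neural genes went the other way, with 7 of 23 lower (adjusted p = 0.0019, adjusted p = 0.0714 with an estimated correlation), including Pou3f2 (−3.90 ± 0.74) and Sox1 (−3.22 ± 0.37). The KLF family, which holds several naive pluripotency factors, had 2 of 17 higher and 2 lower (adjusted p = 1), and its median (−0.015) and mean (0.48) differed in sign.

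The direct comparison of DKO with MLL4KO/LSD1CI had 1028 genes higher and 410 lower in the DKO (1062 and 433 with the batch term). Kdm1a was lower by −4.61 ± 0.20. Rcsd1 was higher by 5.59 ± 0.73, Liph by 4.92 ± 0.25, Dnmt3l by 4.78 ± 0.66, Folr1 by 4.57 ± 0.37, the pituitary factor gene Hesx1 by 4.36 ± 0.32, Adgrf5 by 4.28 ± 0.89, Cpn1 by 4.28 ± 0.44 and the imprinted gene Peg10 by 4.25 ± 0.47. Gsx2 (−6.48 ± 0.75), the potassium channel gene Kcnj3 (−5.65 ± 0.81), Grm4 (−5.51 ± 0.56), Sall3 (−5.18 ± 0.45), Nsg2 (−4.56 ± 0.56) and Ntn1 (−4.26 ± 0.33) were lower. Neural genes had 6 of 23 lower and 1 higher (adjusted p = 0.00037, adjusted p = 0.0428 with an estimated correlation), and blood genes had 3 of 8 higher (adjusted p = 0.0151, adjusted p = 0.0428 with an estimated correlation). Imprinted genes had 14 of 32 higher and 1 lower (adjusted p = 0.000477, adjusted p = 0.0868 with an estimated correlation) and trophoblast genes 4 of 12 higher (adjusted p = 0.0151, adjusted p = 0.0705 with an estimated correlation).

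Against WT, MLL4/LSD1 DKO ESCs had 13 of 32 imprinted genes up and 3 down (adjusted p = 2.58e-05, adjusted p = 0.126 with an estimated correlation), led by Peg10 (4.95 ± 0.33) and Mest (3.15 ± 0.28). Stress genes had 5 of 17 down (adjusted p = 4.96e-06, adjusted p = 0.176 with an estimated correlation). Nxf3 (5.08 ± 0.29), Spn (4.35 ± 0.25) and Grhl2 (3.68 ± 0.19) rose, while Crxos (−7.21 ± 0.52), Dmgdh (−6.86 ± 0.91) and Khdc3 (−4.81 ± 0.35) fell. In MLL4KO/LSD1CI ESCs Gsx2 rose by 7.78 ± 0.52, Mmp16 by 5.60 ± 0.41 and Bcl11a by 3.83 ± 0.29, while Plet1 fell by 7.42 ± 0.46, Khdc3 by 7.22 ± 0.44, Dnmt3l by 5.57 ± 0.63 and Pou2f3 by 5.54 ± 0.50. Its neural list had 10 of 23 up and 2 down (adjusted p = 0.00211, adjusted p = 0.0914 with an estimated correlation) and its trophoblast list 6 of 12 down and 1 up (adjusted p = 0.0121, adjusted p = 0.0914 with an estimated correlation). Kmt2d did not pass there (−0.83 ± 0.17). Between MLL4KO/LSD1CI and MLL4 KO, the germline list shifted up without any of 23 genes passing (adjusted p = 3.09e-10, adjusted p = 0.00213 with an estimated correlation, 4 up adjusted over the list alone), and the sex-chromosome list had 1 of 6 up (adjusted p = 3.09e-10, adjusted p = 0.00128 with an estimated correlation). Tmem40 (3.69 ± 0.49), Usp26 (3.28 ± 0.47) and the piRNA pathway gene Rnf17 (1.37 ± 0.20) were higher, and Grb10 was lower by −2.76 ± 0.19.

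Differentiation of WT ESCs (n = 11) into EBs (n = 7) changed more genes than any mutation, with 3216 up and 2428 down (3171 and 2368 with the alignment term). Naive pluripotency genes collapsed, with 13 of 14 down (camera adjusted p = 1.91e-08, adjusted p = 0.0778 with an estimated correlation): Esrrb fell by 7.36 ± 0.42 log2 units, Klf2 by 5.70 ± 0.36 and Nr0b1 by 7.64 ± 0.38, while Pou5f1 fell by 4.34 ± 0.28 and Sox2 by 3.20 ± 0.40. Germ layer genes came on. Mesoderm genes rose in 16 of 16 cases (adjusted p = 3.25e-06, adjusted p = 0.0564 with an estimated correlation). Cardiac genes rose in 19 of 23 with 2 down (adjusted p = 1.09e-06, adjusted p = 0.0778 with an estimated correlation) and endoderm genes in 14 of 18 with 1 down (adjusted p = 3.71e-05, adjusted p = 0.0329 with an estimated correlation). Hand1 rose by 12.80 ± 0.67, Mef2c by 12.47 ± 0.56, the Nodal antagonist gene Cer1 by 12.27 ± 0.58, Car4 by 11.68 ± 0.45 and the semaphorin receptor gene Nrp1 by 11.61 ± 0.47. Krt42 (−10.03 ± 0.55), Khdc3 (−8.67 ± 0.50), Spic (−8.40 ± 0.60) and the testis proteasome gene Psma8 (−8.18 ± 0.43) also fell. Imprinted genes had 22 of 32 up and 1 down, led by Igf2 (9.90 ± 0.25) (adjusted p = 1.04e-06, adjusted p = 0.0837 with an estimated correlation), and germline genes had 12 of 18 down and 2 up (adjusted p = 0.000326, adjusted p = 0.179 with an estimated correlation). Formative genes, which mark the step after the naive state, had 9 of 12 up and 1 down (adjusted p = 0.0124, adjusted p = 0.179 with an estimated correlation), with Fgf5 at 9.46 ± 0.48. Olig2 (−4.63 ± 0.37) and Nefl (−1.58 ± 0.17) fell and Pou3f1 rose (2.23 ± 0.38).

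LSD1 KO EBs (n = 2) had 1484 genes up and 972 down against WT EBs (n = 7). The count depended on the controls, with 1061 and 791 against WT libraries 1 and 3, and 2047 and 1165 against libraries 4 to 7. Pou5f1 stayed 3.34 ± 0.53 log2 units higher, the pluripotency genes Dppa2 5.09 ± 0.65 and L1td1 3.93 ± 0.55 higher, and Kdm1a was lower by −4.81 ± 0.12. Esrrb (1.91 ± 0.71) and Klf2 (1.57 ± 0.49) did not pass. General pluripotency genes had 6 of 10 up (adjusted p = 0.00333, adjusted p = 0.456 with an estimated correlation) and naive genes 6 of 14 up and 1 down (adjusted p = 0.0384, adjusted p = 0.534 with an estimated correlation). Endoderm genes fell in 12 of 19 cases (adjusted p = 1.25e-07, adjusted p = 0.0339 with an estimated correlation), including Sox17 (−5.24 ± 0.76). Cardiac genes had 16 of 24 down and 2 up (adjusted p = 2.6e-08, adjusted p = 0.0896 with an estimated correlation), with Hand2 at −7.56 ± 1.15, the coactivator gene Myocd at −6.86 ± 0.75, Tbx20 at −5.98 ± 0.80 and the troponin gene Tnnc1 at −4.93 ± 0.54. Spink1 fell by 7.89 ± 0.79 and the potassium channel gene Kcnk16 by 8.11 ± 1.25, and Shh, a patterning signal, had no count in LSD1 KO EBs.

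Of 26 neural genes 12 rose in LSD1 KO EBs and none fell (adjusted p = 8.17e-07, adjusted p = 0.143 with an estimated correlation): Nefm rose by 4.02 ± 0.34, Elavl3 by 3.69 ± 0.50, Ina by 3.68 ± 0.37 and Tubb3 by 3.11 ± 0.23. The 5 neural genes that the study named had 4 up (adjusted p = 0.00896, adjusted p = 0.195 with an estimated correlation), Nefl by 2.76 ± 0.31, Pou3f1 by 2.74 ± 0.57, Olig2 by 2.62 ± 0.72 and Neurod1 by 2.47 ± 0.61, but the study had picked them on these samples, so they are not independent evidence. The sodium channel gene Scn9a (6.78 ± 0.39), Trpa1 (5.72 ± 0.62), Pcsk1 (5.26 ± 0.58), Lefty1 (5.07 ± 0.66) and Gdf3 (4.92 ± 0.70) also rose. Germline genes had 14 of 23 up (adjusted p = 7.7e-08, adjusted p = 0.0735 with an estimated correlation), with Mael at 6.46 ± 0.74 and Ddx4 at 4.14 ± 0.36, and interferon genes 13 of 28 up (adjusted p = 8.17e-07, adjusted p = 0.0846 with an estimated correlation), with Zbp1 at 6.21 ± 0.87. Cleavage-embryo genes had 15 of 17 up (adjusted p = 1.5e-11, adjusted p = 0.0735 with an estimated correlation), with several from multicopy families. Rcor3 also fell, by 1.74 ± 0.15.

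LSD1 CI EBs (n = 4) differed from WT EBs in 178 genes up and 278 down. The count was far from stable: 1 up and 16 down with replicate number as a block, 255 and 621 with DESeq2, 215 and 853 against WT libraries 1 and 3 alone, and 292 in all without library 3. Cdcp1 fell by 6.24 ± 0.46 log2 units, Ap1m2 by 6.08 ± 0.50, Kdf1 by 4.97 ± 0.49, the trafficking gene Rab25 by 4.50 ± 0.42 and Bspry by 4.02 ± 0.27. Grb10, an imprinted brake on insulin signaling, fell by 7.30 ± 0.26, while Mest, another imprinted gene, rose by 2.20 ± 0.22. Imprinted genes had 7 of 32 up and 1 down (adjusted p = 7.59e-07, adjusted p = 0.279 with an estimated correlation). Ildr2 (2.44 ± 0.39), Rnf17 (2.13 ± 0.18) and Gstm5 (1.88 ± 0.27) rose. Germline genes had 4 of 23 up (adjusted p = 0.0139, adjusted p = 0.733 with an estimated correlation). Cardiac (1 of 24 down, adjusted p = 0.376) and neural lists (2 of 26 up, 1 down, adjusted p = 0.44) did not pass, nor did Pou5f1 (−1.02 ± 0.50) or Kdm1a (−0.45 ± 0.07).

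LSD1 KO EBs set against LSD1 CI EBs had 1321 genes higher and 717 lower. In all 1082 passed without LSD1 KO library 1, 1045 without library 2, and 698 and 689 with technical batches as a term. Pou5f1 was higher by 4.36 ± 0.65, Olig2 by 4.38 ± 0.89, Nefl by 3.61 ± 0.38, Klf2 by 2.82 ± 0.57, Wnt8a by 6.03 ± 1.13, Scn9a by 5.52 ± 0.46 and the myelin lipid gene Ugt8a by 5.10 ± 0.53. Hand2 (−7.11 ± 1.15), Myocd (−6.63 ± 0.75), Hand1 (−5.99 ± 1.10) and Spink1 (−8.41 ± 0.81) were lower. Endoderm genes had 11 of 19 lower (adjusted p = 2.48e-08, adjusted p = 0.0191 with an estimated correlation) and cardiac genes 13 of 24 lower and 1 higher (adjusted p = 2.87e-07, adjusted p = 0.14 with an estimated correlation). Of 2346 genes that were lower in WT EBs than ESCs, 603, 25.7% (24.0 to 27.5), were up in LSD1 KO EBs, and 64, 2.73% (2.14 to 3.47), in LSD1 CI EBs. Independent lists would give 7.71% and 1.02%. Because WT EBs served in both comparisons, some overlap was built in, and with divided controls the shares were 11.6% (7.43 to 18.4) and 0.679% (0.352 to 1.31). The divided lists were shorter (365 to 849 genes up in LSD1 KO EBs and 17 to 54 in LSD1 CI EBs), so the values for independent lists do not apply to them. Fold changes correlated at −0.44 for the KO, with −0.31 simulated and a covariance difference of −1.42, and at −0.05 for CI, with −0.44 simulated and a difference of −0.04.

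The LSD1 KO effect differed between EBs and ESCs in 2831 genes, 1745 more positive and 1086 more negative in EBs (1402 and 943 with the alignment term). Replicate number as a block gave 458 and 350. Pou5f1 responded 4.06 ± 0.36 log2 units more in EBs, Esrrb 2.62 ± 0.52, Klf2 2.26 ± 0.50, Olig2 4.74 ± 0.50 and Nefl 1.20 ± 0.28, all called with the alignment term too (3.95, 2.69, 2.37, 4.91 and 1.37). Pou3f1 (2.45 ± 0.62) lost its call there (2.26). Hand1 differed by −14.07 ± 1.23, Rcor3 by −1.77 ± 0.22 and Rnf213 by −1.01 ± 0.22. Cardiac genes had 15 of 24 more negative (adjusted p = 2.31e-10, adjusted p = 0.0161 with an estimated correlation) and endoderm genes 10 of 19 (adjusted p = 1.48e-07, adjusted p = 0.002 with an estimated correlation). Neural genes had 12 of 25 more positive (adjusted p = 1.17e-05, adjusted p = 0.0734 with an estimated correlation) and 8 with the alignment term. The median over all genes was 0.126, so EBs and ESCs were not centered alike.

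RCOR1 KO EBs (n = 4) differed from WT EBs (n = 7) in a single gene, Rcor1 itself (−2.73 ± 0.20). No gene rose in the edgeR test, where 1769 genes had an unadjusted p below 0.05. DESeq2 called 27 genes, 1 up and 26 down, and single clusters of WT libraries gave 1, 341 and 656 genes. RCOR2 KO EBs (n = 2) had 390 genes up and 556 down, or 58 and 324 with replicate number as a block. Their count rested on 2 libraries: without library 1 it was 529, without library 2 it was 200, and with only the 2 groups in the fit 79 rose and 195 fell. Rcor2 fell by 1.52 ± 0.21 and kept 49.2 CPM, so its RNA does not show full loss in these libraries as it did in ESCs. Endoderm genes fell in 9 of 19 cases (adjusted p = 6.54e-12, adjusted p = 0.00319 with an estimated correlation), with Foxa1 at −5.21 ± 0.30. Cardiac genes fell in 13 of 24 (adjusted p = 3.98e-12, adjusted p = 0.0305 with an estimated correlation), with Isl1 at −5.58 ± 0.59 and Hand2 at −6.49 ± 1.07. Mesoderm genes fell in 7 of 18 (adjusted p = 5.66e-09, adjusted p = 0.0305 with an estimated correlation), with Foxc2 at −7.05 ± 1.33. Neural genes rose in 9 of 26 (adjusted p = 1.02e-08, adjusted p = 0.0752 with an estimated correlation): Neurog2 by 5.76 ± 0.76, Pax6 by 3.64 ± 0.63, Nefm by 3.10 ± 0.34 and Neurod1, listed by the study, by 2.54 ± 0.61, along with the noncoding gene Miat (4.31 ± 0.57), Pax2 (3.08 ± 0.67) and Astn1 (3.02 ± 0.35). Germline genes had 8 of 23 up (adjusted p = 5.66e-09, adjusted p = 0.0338 with an estimated correlation) and stress genes 8 of 17 down (adjusted p = 1.02e-08, adjusted p = 0.0305 with an estimated correlation). Cleavage-embryo genes had 8 of 17 up (adjusted p = 1.05e-10, adjusted p = 0.048 with an estimated correlation). ERK targets had 3 of 16 down and 1 up (adjusted p = 2.34e-06, adjusted p = 0.0305 with an estimated correlation). The enzymes that methylate or acetylate enhancer histones shifted down with 0 of 14 passing (adjusted p = 0.02, adjusted p = 0.433 with an estimated correlation).

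RCOR1/2 DKO EBs (n = 4) had 2530 genes up and 2208 down against WT EBs. Esrrb was higher by 5.04 ± 0.62 log2 units, Pou5f1 by 4.03 ± 0.48, Klf2 by 3.63 ± 0.42 and Sox2 by 2.24 ± 0.55, and naive genes had 12 of 14 up and 1 down (adjusted p = 0.000101, adjusted p = 0.165 with an estimated correlation). Endoderm genes had 15 of 19 down and 1 up (adjusted p = 1.88e-06, adjusted p = 0.0587 with an estimated correlation), with Foxa2 at −7.69 ± 0.62 and Gata6 at −7.33 ± 0.66. Mesoderm genes had 14 of 18 down (adjusted p = 3.69e-05, adjusted p = 0.128 with an estimated correlation), with Kdr at −6.55 ± 0.77, and cardiac genes had 17 of 24 down and 1 up (adjusted p = 6.43e-06, adjusted p = 0.165 with an estimated correlation), with Myocd at −7.50 ± 0.58. Germline genes rose in 20 of 23 (adjusted p = 5.12e-10, adjusted p = 0.0587 with an estimated correlation), Smc1b by 5.86 ± 0.39 and Ddx4 by 5.43 ± 0.33, and neural genes in 14 of 26 with 1 down (adjusted p = 0.00116, adjusted p = 0.352 with an estimated correlation). Usp26 rose by 10.38 ± 0.53, and all 17 cleavage-embryo genes rose (adjusted p = 1.46e-11, adjusted p = 0.0766 with an estimated correlation), although their copies cannot be told apart well. Prdm6 (−8.50 ± 0.89), the apelin receptor gene Aplnr (−8.96 ± 0.73) and Samd3 (−9.19 ± 1.30) fell. Wnt targets had 8 of 14 down and 2 up (adjusted p = 0.00657, adjusted p = 0.352 with an estimated correlation). Of 1484 genes up in LSD1 KO EBs, 1208 were up in DKO EBs, 81.4% (79.3 to 83.3), against 14.1% for independent lists and 73.4% with divided controls (60.4 to 80.2). The correlation was 0.69 against 0.26 simulated, with a covariance difference of 2.06.

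Solvent-treated LSD1 KO EBs (n = 2 against 2) formed a separate comparison with 1928 genes up and 1174 down. Pou5f1 rose by 3.83 ± 0.15, Esrrb by 3.20 ± 0.14, Nefm by 5.05 ± 0.30, Usp26 by 9.12 ± 0.31 and Mt3 by 7.31 ± 0.37, while Hand2 fell by 9.43 ± 0.34, Rgs5 by 8.39 ± 0.28 and Tbx20 by 6.55 ± 0.23. Cardiac genes had 20 of 24 down and 2 up (adjusted p = 2.84e-11, adjusted p = 0.128 with an estimated correlation) and neural genes 14 of 23 up (adjusted p = 1.68e-09, adjusted p = 0.128 with an estimated correlation).

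A485 inhibits p300 and CBP, the enzymes that place acetyl groups on enhancer histones. In LSD1 KO ESCs (n = 2 against 2 in DMSO) it raised 933 genes and lowered 1833. Naive genes fell in 12 of 14 cases (adjusted p = 5.8e-09, adjusted p = 0.714 with an estimated correlation), Tcl1 by 6.07 ± 0.12, Klf2 by 1.32 ± 0.07 and Esrrb by 1.29 ± 0.07, and Rnf213 fell by 2.13 ± 0.13 and Nefl by 1.54 ± 0.11. Nphs1 (−6.35 ± 0.24), Sgo2b (−6.22 ± 0.26) and Dio3 (−5.60 ± 0.29) also fell, and the Wnt target Sp5 (4.03 ± 0.22), Slc36a4 (3.84 ± 0.23) and Gpx3 (3.34 ± 0.14) rose. The enhancer enzyme list shifted up, with 1 of 14 passing (Setd1b, 1.10 ± 0.08, adjusted p = 0.00314, adjusted p = 0.775 with an estimated correlation). Of 1610 genes up in LSD1 KO ESCs and tested in both, A485 lowered 522, 32.4% (30.2 to 34.7), against 11.8% for independent lists.

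In LSD1 KO EBs A485 raised 701 genes and lowered 1571 (n = 2 against 2), and naive genes rose. The study used a lower dose in EBs than in ESCs, and the difference between the responses was not tested. Naive genes had 11 of 14 up (adjusted p = 5.4e-09, adjusted p = 0.253 with an estimated correlation): Esrrb rose by 2.75 ± 0.13, Dppa3 by 2.72 ± 0.18, Klf2 by 2.15 ± 0.16, and Sox2 by 2.14 ± 0.19. Mesoderm genes fell in 14 of 18 (adjusted p = 2.58e-08, adjusted p = 0.207 with an estimated correlation), T by 5.45 ± 0.16 and Wnt3 by 3.40 ± 0.19, and neural genes in 14 of 23 (adjusted p = 3.8e-07, adjusted p = 0.344 with an estimated correlation), Nefm by 3.45 ± 0.27. Fgf8 fell by 8.47 ± 0.25, Frzb by 9.77 ± 0.65 and Msx1 by 7.53 ± 0.34, and Pecam1 (3.44 ± 0.22), Septin1 (3.44 ± 0.16) and Rbm47 (3.04 ± 0.16) rose. A485 lowered 294 of 1436 genes up in LSD1 KO EBs, 20.5% (18.5 to 22.6), against 9.60% for independent lists.

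Spontaneous differentiation in serum left LSD1 KO cells (n = 2 against 2) with 1013 genes up and 544 down. Esrrb was higher by 2.76 ± 0.16 log2 units, Klf2 by 2.37 ± 0.40, Sox2 by 1.76 ± 0.20 and Psap by 1.15 ± 0.08, with naive genes up in 10 of 14 (adjusted p = 9.1e-09, adjusted p = 0.247 with an estimated correlation) and trophoblast genes in 8 of 11 (adjusted p = 2.28e-07, adjusted p = 0.247 with an estimated correlation). The imprinted RNA H19 rose by 4.74 ± 0.23, Aqp3 by 5.39 ± 0.49 and Lrrc15 by 5.07 ± 0.38, while Ap1m2 (−4.05 ± 0.16), Chac1 (−3.94 ± 0.32), Cldn7 (−3.54 ± 0.21) and Vldlr (−3.51 ± 0.21) fell. LSD1 CI cells (n = 2) had 393 genes up and 94 down (589 and 181 paired by number). Esrrb rose there too, by 1.5 ± 0.15, with 6 of 14 naive genes up (adjusted p = 0.000635, adjusted p = 0.286 with an estimated correlation), 8 of 11 trophoblast genes up (adjusted p = 1.24e-13, adjusted p = 0.171 with an estimated correlation) and 6 of 17 stress genes down (adjusted p = 5.54e-11, adjusted p = 0.171 with an estimated correlation). Klf2 did not pass (0.87 ± 0.40), H19 rose by 4.98 ± 0.24, and Chac1 (−3.88 ± 0.32), Pck2 (−2.70 ± 0.16) and Grb10 (−2.09 ± 0.12) fell. A485 in the KO raised 574 genes and lowered 1467, with Pou3f1 down by 4.51 ± 0.11, Klf2 by 4.32 ± 0.46, Esrrb by 2.87 ± 0.16 and Foxd3 by 6.53 ± 0.33, and Fosl2 (3.33 ± 0.27) and Ccn1 (2.75 ± 0.19) up. It lowered 368 of the 1013 genes, 36.3% (33.4 to 39.3), against 9% for independent lists, but the same KO libraries served both sides. Simulation gave a correlation of −0.50, the observed value was −0.38, and the covariance differed by −0.52.

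In epiblast-like cells (EpiLCs), a short step from the naive state toward the epiblast, LSD1 KO (n = 2 against 2) had 1091 genes up and 426 down. Klf2 rose by 1.77 ± 0.15 log2 units, Esrrb by 1.98 ± 0.18 and Sox2 by 1.28 ± 0.09, with naive genes up in 11 of 14 (adjusted p = 4.73e-09, adjusted p = 0.214 with an estimated correlation). H19 (5.22 ± 0.28), Rcsd1 (4.54 ± 0.35), Robo4 (4.36 ± 0.26) and Esx1 (3.79 ± 0.19) rose and Rxrg (−3.11 ± 0.26), Ap1m2 (−2.99 ± 0.21) and Cldn7 (−2.56 ± 0.16) fell. Lysosome genes, among them Cd63 (1.35 ± 0.12), had 1 of 25 up (adjusted p = 0.0213, adjusted p = 0.41 with an estimated correlation), and housekeeping genes 0 of 15 either way (adjusted p = 0.656). LSD1 CI EpiLCs had 257 genes up and 86 down. The count moved with the setting: 428 and 186 without a filter, 365 and 157 with replicate number as a block, and 207 and 73 with only the compared groups. Klf2 (0.77 ± 0.15) and Esrrb (0.76 ± 0.18) did not pass, 2 of 14 naive genes rose and 1 fell (adjusted p = 0.000416, adjusted p = 0.324 with an estimated correlation), Rcsd1 (3.64 ± 0.35), Pkhd1 (3.22 ± 0.23) and Usp26 (3.13 ± 0.10) rose, and Grb10 fell by 1.78 ± 0.13. A485 in KO EpiLCs raised 1187 genes and lowered 1625, with 11 of 12 formative genes down (adjusted p = 8.48e-10, adjusted p = 0.469 with an estimated correlation). Fgf5 fell by 6.93 ± 0.28, Pou3f1 by 4.62 ± 0.09 and Klf2 by 2.87 ± 0.16, whereas Egr1 (4.43 ± 0.19), Tgfbr2 (5.10 ± 0.54) and Junb (3.76 ± 0.13) rose. It lowered 315 of the 1091 genes, 28.9% (26.3 to 31.6), against 10.2%, with the KO libraries again shared (correlation −0.22, −0.51 simulated, covariance difference −0.28).

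Doxycycline (DOX) switched on an LSD1 transgene in LSD1 KO ESCs (LSD1Res, n = 4 against 4) and raised Kdm1a by 6.09 ± 0.58 log2 units (1610 ± 721 CPM, mean and SD). It raised 54 genes and lowered 345, and with cultures paired by number 132 and 487. Rnf213 fell by 1.89 ± 0.22, Lefty2 by 3.11 ± 0.61, Plac8 by 3.04 ± 0.39, Esx1 by 2.69 ± 0.45, the protease inhibitor gene A2m by 2.47 ± 0.30 and Igfbp5 by 2.26 ± 0.27, whereas Psap did not pass (−0.21 ± 0.13). Duox1 (2.58 ± 0.35), Atf5 (2.32 ± 0.38), Slc6a9 (1.90 ± 0.45) and Ntn1 (1.76 ± 0.40) rose. Interferon genes fell in 4 of 22 cases (adjusted p = 4.4e-05, adjusted p = 0.155 with an estimated correlation) and trophoblast genes in 5 of 12 (adjusted p = 0.00518, adjusted p = 0.29 with an estimated correlation). Stress genes shifted up, 1 of 17 passing and 5 adjusted over the list alone (adjusted p = 3.86e-09, adjusted p = 0.283 with an estimated correlation). Of 1761 genes up in LSD1 KO ESCs, 226 fell on DOX, 12.8% (11.4 to 14.5), against 2.09%.

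In LSD1 KO ESCs without the transgene (n = 2 against 2) DOX raised no gene and lowered 3, Igfbp4 (−3.20 ± 0.46), Loxl2 (−3.02 ± 0.44) and L1td1 (−1.08 ± 0.15), with 1187 genes at an unadjusted p below 0.05. Paired by number, 54 rose and 61 fell. Stress genes shifted up there as well without any of 17 passing (adjusted p = 2.08e-06, adjusted p = 0.337 with an estimated correlation), and glycolysis genes shifted down with 0 of 18 passing and 6 adjusted over the list alone (adjusted p = 5.68e-34, adjusted p = 0.0228 with an estimated correlation). The DOX response differed between LSD1Res and LSD1 KO in 3 genes, all lower: Ccl25 (−2.11 ± 0.30), Hal (−1.47 ± 0.21) and Ggt1 (−1.32 ± 0.18). No gene was higher in that test, where 1871 genes had an unadjusted p below 0.05, and Rnf213 did not pass (−1.64 ± 0.37). Kdm1a, which DOX had raised in LSD1Res, was therefore not called either. The LSD1 and CoREST list had 0 of 13 higher, and 1 adjusted over the list alone. The test missed the induced gene itself, so its 3 genes do not show that the responses were alike. Paired by number, 21 genes were higher and 131 lower.

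In RCOR1/2 DKO ESCs with the same transgene (DKO + LSD1, n = 4 against 4) DOX raised Kdm1a by 3.88 ± 0.52 log2 units (3950 ± 2260 CPM), but raised only 29 genes and lowered 27 (119 and 88 paired by number). Rnf213 (−0.11 ± 0.21) and Psap (0.52 ± 0.13) did not pass. Duox1 (2.94 ± 0.35), Shf (2.30 ± 0.25), Parm1 (1.91 ± 0.33) and Fst (1.72 ± 0.27) rose, and Slc16a3 (−3.53 ± 0.47), Lefty1 (−3.15 ± 0.55), Nphs1 (−1.87 ± 0.23) and Pfkl (−1.09 ± 0.16) fell, the last with 2 of 18 glycolysis genes down (adjusted p = 4.31e-13, adjusted p = 0.0933 with an estimated correlation). Of 1189 genes up in both LSD1 KO and DKO ESCs, 2 fell, 0.168% (0.0461 to 0.611), against 0.164%. This share rests on the 27 genes lowered without pairing, and not on the 88 lowered with it. The responses of the lines differed in 108 genes, 9 higher and 99 lower in LSD1Res, among them Rnf213 (−1.79 ± 0.30), Dppa3 (−2.72 ± 0.41), Plac8 (−2.68 ± 0.50), Ccl25 (−2.33 ± 0.24), Ntn1 (3.02 ± 0.58) and Notum (1.91 ± 0.32).

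**Figure D3:**
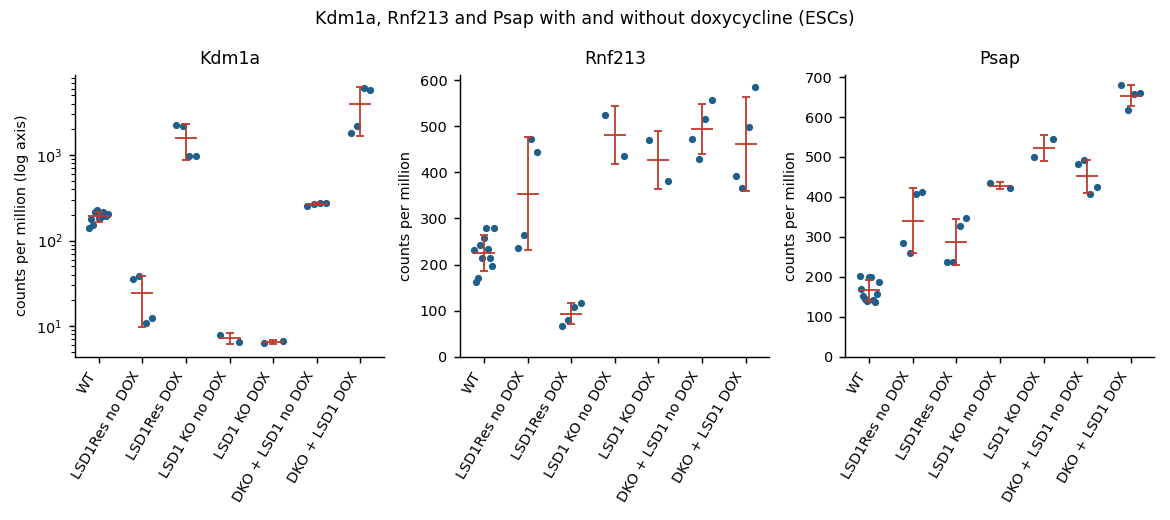
Levels of Kdm1a (logarithmic axis), Rnf213 and Psap (linear axes) in CPM in WT ESCs and in the lines with and without DOX. Each point is a library, and red lines mark the mean and SD of each group.

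The study states 2 independent clones for its RNA-seq, so p-values here measure the spread between libraries of few clones. Intervals on shares cover counting error only.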

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

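In groups of 4 to 10 libraries, 12 of 249 tests found a library far from the rest of its group, about the 1 in 20 that chance gives. The values, each with the nearest other library of its group, were these. Rn45s took 16.5% of counts in DKO + LSD1 with DOX, library 3 (14.3%). Kdm1a was 173 CPM in LSD1 CI ESC library 3 (181) and Rcor1 was 7.14 in RCOR1/2 DKO EB library 3 (4.96). Kmt2d was 381 in WT EB library 6 (554) and 415 in LSD1Res with DOX, library 3 (455). Klf2 was 119 in DKO + LSD1 without DOX, library 3 (150). Pou5f1 was 418 in RCOR1/2 DKO ESC library 1 (398) and 362 in RCOR1/2 DKO EB library 2 (405). Pou3f1 was 60.6 in that EB library (76.6) and 4.38 in LSD1Res without DOX, library 4 (3.26). WT EB library 2 had 113 CPM of Sox2 (39.0) and 3.39 of Neurod1 (1.22).

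A test of the difference itself set the LSD1 KO response apart between EBs and ESCs in 2831 genes (808 with replicate number as a block). Among the named genes it did so for Rcor3 (−1.77), Rnf213 (−1.01), Esrrb (2.62), Klf2 (2.26), Pou5f1 (4.06), Pou3f1 (2.45), Olig2 (4.74) and Nefl (1.20). The DOX response of LSD1Res differed from that of LSD1 KO in 3 genes and from that of DKO + LSD1 in 108, among them Rnf213 (−1.79). The first of these tests did not call Kdm1a, the gene that DOX induced.

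The following tests were chosen after the results had been seen. The number of genes changed in LSD1 KO ESCs could come in part from the alignment batch. With the batch term 51.4% of the calls (1898 of 3694) kept their sign and call, but the fold changes kept a median of 0.876 of their size. The term also costs power, so this cannot tell a batch effect from lost power. Correction for GC content kept 81.6%, which argues against GC bias as the main source. Against RCOR1/2 DKO, only 12.3% of the 1572 calls held with the batch term and 91.0% with GC correction, with a median fold ratio of 0.598 for the batch term, so part of that difference may be due to the batch.

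The fall of integrated stress genes in LSD1 KO ESCs stood with the batch term (median −1.51) and with GC correction (−1.13), so neither accounts for it. On return of LSD1 with DOX the median was 0.92, as reversal would require, but the list also shifted up on DOX without a transgene. The difference between these responses had a median of 0.28 and did not pass (camera adjusted p = 0.0666, adjusted p = 0.704 with an estimated correlation). An effect of doxycycline itself cannot be told from an effect of LSD1.

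Genes of chromosome 6 were higher by a median of 0.32 log2 units in 8 libraries: libraries 1 and 3 only of LSD1 CI and of RCOR2 KO ESCs, and all 4 of MLL4/LSD1 DKO ESCs. Libraries 2 and 4 were at −0.198 and −0.187 in LSD1 CI and at −0.014 and −0.009 in RCOR2 KO. The WT libraries themselves ran from −0.189 to 0.189, and RCOR1 KO from 0.156 to 0.166. The shift was 0.33 after GC correction, and the lowest of its medians over 4 equal parts of the chromosome was 0.22, which an extra copy in part of the cells could give. Genomic DNA would be needed to settle it. Chromosome 16 was also higher than in WT of the same state, by a median of 0.401 to 0.456 in libraries 1 and 2 of LSD1Res with and without DOX. In LSD1 KO EpiLCs it was at 0.423 and 0.386 with A485 and at 0.216 and 0.179 in DMSO, so there it went with the treatment. No cause was tested for it. Without both chromosomes A485 in EpiLCs gave 2590 genes.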

How the results depend on the processing

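Normalization with the size factors of DESeq2 left all 48 counts and shares within 1.5 times of the main value or the same call, as did 2 surrogate variables (3 counts) and GC correction (13). With each replicate of the groups of 2 or 4 libraries left out, 2372 named-gene results kept their call and 282 lost it, and none of these turned. Larger groups (LSD1 KO ESCs, WT ESCs and WT EBs) were not treated so. Halving all counts moved only RCOR1 KO ESCs to 38 and the DOX difference between LSD1Res and LSD1 KO to 8. For the values that follow the cause was not tested, except that fits with fewer libraries or without a filter test other sets by construction. Values are numbers of genes called unless given as a share.

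DESeq2 gave 1019 for LSD1 CI ESCs, 520 for RCOR1 KO ESCs, 42 for MLL4KO/LSD1CI against MLL4 KO, 876 for LSD1 CI EBs, 27 for RCOR1 KO EBs, 1492 for RCOR2 KO EBs, 739 for LSD1 CI in serum, 683 for DOX in LSD1Res, 18 in LSD1 KO and 150 in DKO + LSD1, and 91 and 359 for the differences of LSD1Res from those lines. Shares were 3.77% for EB-lowered genes up in LSD1 CI EBs, 39.8% for A485 in serum and 19.5% for DOX in LSD1Res. Without a filter LSD1 CI EpiLCs had 614, the DOX difference from LSD1 KO 7, and the A485 shares were 29.0% in ESCs and 23.5% in EBs. Fits of only the groups of the comparison gave 246 for LSD1 CI ESCs, 1 for RCOR1 KO, 287 for RCOR2 KO, 1069 for MLL4 KO, 4 for MLL4KO/LSD1CI against MLL4 KO, 236 for LSD1 CI EBs, 274 for RCOR2 KO EBs, 249 for LSD1 CI in serum, 113 for DOX in LSD1Res, 0 in LSD1 KO, and 0 and 71 for the differences of LSD1Res from LSD1 KO and DKO + LSD1.

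With the replicate number as a block (replicate block) counts were 2449 for LSD1 KO ESCs, 109 for LSD1 CI ESCs, 17 for LSD1 CI EBs, 0 for RCOR1 KO EBs, 382 for RCOR2 KO EBs, 70 for MLL4KO/LSD1CI against MLL4 KO, 770 for LSD1 CI in serum, 522 for LSD1 CI EpiLCs, 115 for DOX in LSD1 KO, 152 for the difference of LSD1Res from it, and 808 for the response of EBs against ESCs. For the paired DOX comparisons they were 619 (LSD1Res) and 207 (DKO + LSD1). The block changed no other call of a count. Under the block Mia3 (−0.08), Brox (−0.10), Hmgcs1 (−0.30) and Taf1a (−0.16) turned in the comparison of EB and ESC responses. All 4 lie only on unplaced contigs.

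The remaining alternatives were chosen after seeing the data. The alignment batch as a term gave 2340 for LSD1 KO ESCs, 1549 for LSD1 KO against LSD1 CI, 4 for RCOR1 KO and 266 for RCOR1/2 DKO against LSD1 KO. Shares became 53.2% of RCOR2 KO genes in LSD1 KO, 75.2% of LSD1 KO genes in the DKO and 15.5% for DOX in LSD1Res. Technical batches by Ward clustering gave 971 for LSD1 KO, 492 for LSD1 KO against LSD1 CI, 1 for RCOR1 KO, 237 for RCOR2 KO, 1936 for RCOR1/2 DKO, 34 for the DKO against LSD1 KO, 1532 for MLL4/LSD1 DKO, 1581 for MLL4KO/LSD1CI and 698 for LSD1 KO against LSD1 CI EBs. Average linkage gave 1099, 649, 1 and 282 for the first 4 of these, 60 for the DKO against LSD1 KO, 1409, 1335 and 689 for the last 3, and 905 for LSD1 CI, 1220 for MLL4 KO and 35 for MLL4KO/LSD1CI against MLL4 KO. Only WT ESC library 2 joined the LSD1 KO libraries there. With Ward and average terms Tsnax (−0.07 in both) and Mia3 (0.06 in both) turned in LSD1 KO against LSD1 CI, and Mia3 (−0.31 and −0.29) and Hmgcs1 (−0.25 and −0.13) in the DKO against LSD1 KO, where Brox (−0.05) and Cd4 (0.11) turned with Ward alone.

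With the WT ESC clusters alone, LSD1 CI had 1345 (cluster 1), 1356 (cluster 3) and 1685 (cluster 4), RCOR1 KO 1164, 2, 1361 and 1656 (clusters 1 to 4), RCOR2 KO 1584, 2193, 136 and 1406, MLL4 KO 3087, 3199 and 1235 (clusters 1, 2 and 4), MLL4/LSD1 DKO 3815 and 1431 (clusters 1 and 4), and MLL4KO/LSD1CI 1344 (cluster 4). Cluster 4 also held the only WT libraries no deeper than the MLL4 ones (1235, 1431 and 1344). The WT library below a gap in Terc gave 2245 for LSD1 KO. In EBs, cluster 1 gave 1068 for LSD1 CI, 656 for RCOR1 KO and 1665 for RCOR2 KO, and cluster 2, a single library, 742, 341 and 293, with 750 for LSD1 KO and 2958 for RCOR1/2 DKO. Without chromosomes 6 and 16 the DOX difference from LSD1 KO was 6. Of the gene list calls 23 held with an estimated correlation, and fry called 481. A subset by Rmrp held no WT library and gave no value, and crossed pairings were not run.

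With each replicate of those smaller groups left out in turn, counts ranged over 351 to 475 (LSD1 CI ESCs), 1 to 10 (RCOR1 KO), 1012 to 1341 (MLL4 KO), 780 to 1355 and 3 to 24 (MLL4/LSD1 DKO and MLL4KO/LSD1CI against MLL4 KO), 1397 to 1544 (LSD1 KO EBs), 292 to 435 (LSD1 CI EBs), 1045 to 2040 (LSD1 KO against LSD1 CI EBs), 200 to 529 (RCOR2 KO EBs), 759 to 1397 (LSD1 KO in serum), 134 to 556 (LSD1 CI EpiLCs), 232 to 497 (DOX in LSD1Res), 0 to 8 (LSD1 KO), 31 to 61 (DKO + LSD1), and 0 to 11 and 59 to 173 for the differences of LSD1Res from LSD1 KO and DKO + LSD1.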

Other observations

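Interferon genes were higher in EBs that lacked both scaffolds. In RCOR1/2 DKO EBs 15 of 28 rose and 1 fell (camera adjusted p = 0.000101, adjusted p = 0.165 with an estimated correlation), with Zbp1 at 6.59 ± 0.81 and Parp14 at 3.19 ± 0.34. Mesenchymal genes moved the other way, with 6 of 12 down and 2 up (adjusted p = 0.0284, adjusted p = 0.383 with an estimated correlation), among them Postn (−5.40 ± 0.81) and Col5a1 (−2.80 ± 0.20).

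Metabolic lists moved on DOX with and without the transgene. Glycolysis genes shifted down on DOX in LSD1Res, with 1 of 18 passing (Bnip3, −1.86 ± 0.33, adjusted p = 2.7e-07, adjusted p = 0.29 with an estimated correlation), as they did in the lines described above. Lysosome genes shifted up on DOX with 0 of 25 passing in LSD1Res (adjusted p = 4.4e-05, adjusted p = 0.29 with an estimated correlation), LSD1 KO (adjusted p = 5.89e-11, adjusted p = 0.0875 with an estimated correlation) and DKO + LSD1 (adjusted p = 1.46e-08, adjusted p = 0.0933 with an estimated correlation).

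To see whether random grouping could give as many calls, the libraries of a comparison were regrouped in up to 100 ways, and the real grouping counts as 1. This was done for the comparisons with at least 3 libraries in each group, with a fit of the compared groups only. Libraries were treated as exchangeable, although the study states 2 clones, so the results concern chance among libraries and not among clones. Chance could be excluded, with 1 regrouping (the real one) as large, for LSD1 KO (2775 real, 0 at most otherwise), LSD1 CI (246, 30), LSD1 KO against LSD1 CI (2930, 0), RCOR2 KO (287, 34), RCOR1/2 DKO (2421, 1), the DKO against LSD1 KO (1963, 0), MLL4/LSD1 DKO (1696, 1) and MLL4KO/LSD1CI (1662, 2). It could also be excluded for WT EBs against ESCs (5644, 1340), LSD1 CI EBs (236, 35) and RCOR1/2 DKO EBs (4367, 57).

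Chance could not be excluded for RCOR1 KO ESCs, with 5 of 100 as large (1, 87), or RCOR1 KO EBs, with 5 of 100 (1, 110). Any regrouping with 1 call matches a real count of 1, so these tests cannot judge the fall of Rcor1 itself. The first maximum set WT ESC libraries 1, 3, 10 and 11 apart, and the second set WT EB libraries 1, 3 and 4 with RCOR1 KO EB library 1 apart, which points to structure among libraries. For DOX in LSD1Res 2 of 35 were as large (113, 440) and in DKO + LSD1 2 of 35 (46, 335), and both maxima parted libraries 1 and 2 from 3 and 4. In a look chosen after these results, the 7 other groupings that part every numbered pair called 0 genes in either line. For the difference in DOX response of LSD1Res and DKO + LSD1, 3 of 100 were as large (71, 347). Of those drawn, 5 others parted all 8 pairs, and they called 48 at most. In the direct comparison of MLL4/LSD1 DKO with MLL4KO/LSD1CI, 1 of 35 was as large (1225, 9), and the 7 others that part every pair called 0. Groupings that part every pair were too few for a share under 0.05 in these 4 tests. For the difference in DOX response this came from the draw, since only groupings among the 100 drawn were examined.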
